A study of Homo sapiens with 4 samples.

How the data were processed

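Transcripts of MM.1S, an established human multiple myeloma cell line, were profiled by RNA sequencing from total RNA. Cells received JG342, an allosteric inhibitor of the chaperone HSP70, at 350 nM, or the solvent DMSO, and were collected after 26 h. Each treatment has 2 libraries, numbered 1 and 2 in the labels, so 4 libraries were analysed. Per the labels, library construction and sequencing on a BGISEQ instrument were done by a service provider.

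The authors deposited a table with 1 value per gene and library, in which each gene is given by a symbol and a RefSeq mRNA accession. No header or label states the unit, the aligner, the quantification program, the genome build, the annotation or any filter. The deposited values were taken to be TPM, that is, reads divided by transcript length and scaled to a constant library total. This was inferred from the values: the libraries sum to between 994463 and 994718, and low values multiplied by transcript length cluster at whole multiples of a common step. No scaling between libraries beyond the TPM definition was seen. The table has 16057 genes, of which 23 have symbols that a spreadsheet had turned into dates. Genes on the mitochondrial chromosome were not analysed here.

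Because TPM values are not counts, tests that model read counts were not applied. The design, the gene sets, the rule for named genes and the first list of alternatives given at the end were fixed before the data were examined. That design assumed counts and named a test for normalized values as the replacement, and the replacement is the test reported. Values were transformed to log2(TPM + 1), and the 12042 genes with a mean of at least 1 TPM over the 4 libraries were fitted, leaving 4015 genes out. Fold changes are on this log2(TPM + 1) scale, which understates the change of genes with low values. Differences between JG342 and DMSO were tested with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a mean-variance trend), with treatment as the only term, and p-values were two-sided and adjusted by the Benjamini-Hochberg method with a threshold of 0.05. A second fit had the replicate number as a block. The pairing comes from the labels, where each replicate number occurs in both treatments and the sample descriptions of same-numbered libraries share a prefix.

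Depth is not recorded in TPM. An approximate depth was derived from the step between low values: for genes with transcripts of at least 1500 nt and values up to 0.5 TPM, the most frequent value of TPM times length was taken as the worth of 1 read, and the sum of TPM times length was divided by it. This gave between 8970000 and 9980000 reads per library, and 1 read in a transcript of 1000 nt was worth between 0.202 and 0.230 TPM. These figures are estimates. They entered no model or p-value and served only to describe the libraries and to weigh depth as an explanation for genes listed at 0, and no counting intervals were derived from them. With 2 libraries per treatment the standard errors rest mainly on variance shared across genes, with 2 residual and 6.89 prior degrees of freedom per gene.

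Of 13 listed sets, the 12 with genes in the table were tested with camera (limma) on the fitted genes, with an inter-gene correlation of 0.01, two-sided, adjusted over the sets. For each set the median log2 fold change was also ranked among the medians of 10000 random gene lists of the same size matched on mean expression. Named genes follow a fixed rule: the 5 HSP70 genes; the 5 genes with the largest rise and the 5 with the largest fall among those past the threshold with a mean of at least 5 TPM and the same direction in both same-numbered pairs; and the 2 members with the smallest p in each set past the threshold. ATF4, CBSL, HSPD1, HSPE1, LONP1, IGLL5, SULT1A3 and SULT1A4 were chosen after their values were seen.

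Of the table's accessions, 15795 were found in the RefSeq gene table for GRCh38.p14 and 15324 carried the same symbol there. Transcript lengths and GC contents came from GENCODE release 29, for 15229 genes by accession and 681 by symbol. Since the authors' build is not stated, no coordinates are given. Near-identical copies were searched with BLAST 2.17.0 in GENCODE transcripts of protein-coding genes, immunoglobulin genes, pseudogenes and mitochondrial ribosomal RNA, at an identity of at least 95% over at least 20% of the transcript.

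The gene test and the set test were first tested on simulated data with known answers. The planted gene changes were of at least 1 on the log2 scale, in genes with a mean of at least 5 TPM. All simulated genes shared 1 negative binomial dispersion, 0.00702. The rates below therefore do not describe smaller changes or genes of unequal variance. The genes called in the real data had a median absolute change of 0.61. With 200 changed genes among 11973 fitted, the fit without a block recovered 99.5% of them and 5.69% of its calls were false, and the fit with a block also recovered 99.5% with 9.13% false. When same-numbered libraries shared a shift (11977 genes fitted), the shares recovered were 96.5% and 98.5%, with 2.53% and 7.94% false. With no changed gene among 12004, 1 gene passed without a block and 3 passed with it. Simulated sets of 40 genes shifted by 0.3 on the log2 scale gave a camera p of 3.86e-23 at the fixed correlation and 0.00723 when the correlation was estimated.

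The first list of alternatives held a pseudocount of 0.1 TPM, no filter on low values, the replicate block, an adjusted p threshold of 0.01, a minimum log2 fold change of 1, leaving out each library in turn, an estimated inter-gene correlation and a rank-based set test. Alternatives added after seeing the data were a mean of at least 5 TPM, no mean-variance trend, scaling to equal medians or upper quartiles, quantile normalization, rescaling without the highest genes, a correction for GC content and transcript length (splines with 5 degrees of freedom in each library), and the block together with that correction or with median scaling.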

Results

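Transcript levels were measured by RNA sequencing in MM.1S cells, a human multiple myeloma line, after 26 h with 350 nM JG342 or with the solvent DMSO. JG342 binds HSP70 chaperones at a site away from the nucleotide pocket. HSP70 proteins assist the folding of other proteins in the cytosol, the endoplasmic reticulum and mitochondria. Each treatment had 2 libraries, numbered 1 and 2. The comparison asks which transcripts change when HSP70 is inhibited, with the study's title pointing to mitochondrial protein homeostasis and to drugs against the proteasome.

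The TPM totals were 994634 and 994463 in DMSO replicates 1 and 2, and 994598 and 994718 in JG342 replicates 1 and 2. The approximate depths derived from the steps between low values were 9440000, 9400000, 8970000 and 9980000 reads in the same order, and they did not separate the treatments. Between 1118 genes (JG342 replicate 2) and 1418 genes (DMSO replicate 2) of the 16057 were listed at 0. The median over the fitted genes was 20.4 and 20.9 TPM in the DMSO libraries and 22.1 and 21.2 TPM in the JG342 libraries. The 10 highest genes held 14.8% and 13.1% of the TPM total in the DMSO libraries and 13.2% and 12.03% in the JG342 libraries. The highest of all was IGLL5 (NM_001178126), with 8.05% and 6.03% in DMSO and 6.62% and 5.42% in JG342. It shares sequence with immunoglobulin lambda constant genes, so its value is uncertain, and its difference between treatments was not larger than the replicate spread (log2 fold change −0.22 ± 0.17 SE, limma adjusted p 0.411; 0.0180 with the replicate number as a block).

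Libraries of the same treatment resembled each other more than libraries of different treatments. Across the 12042 fitted genes, which are not independent replicates, Pearson's r of log2(TPM + 1) was 0.992 between the DMSO libraries and 0.990 between the JG342 libraries, against 0.972 to 0.975 between treatments. The leading principal component held 71.5% of the variance and separated the treatments. The next held 18.1% and separated the libraries numbered 1 from those numbered 2 in both treatments. The deviations of same-numbered libraries from their treatment means correlated across genes with a Pearson r of 0.27 and a Spearman rho of 0.30. With 2 libraries per treatment, swapping the numbers within 1 treatment would only reverse the sign of these values. They therefore cannot show that same-numbered libraries are paired.

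Of the 12042 genes, 2221 (18.4%) differed between JG342 and DMSO at a limma adjusted p under 0.05, with 1304 higher and 917 lower after JG342. With the replicate number as a block, 4207 genes passed, 2316 higher and 1891 lower, including all 2221; the deviations of same-numbered libraries correlated with an r of 0.27. The block fit left 1 residual degree of freedom per gene and an infinite prior, so that each gene's variance was set by its expression level alone; with the block and median scaling together the prior had 7.49 degrees of freedom and 3985 genes passed. The fit with the block and no scaling passed genes whose pairs differ greatly, such as SULT1A4 (NM_001017390), which shares reads with the near-identical SULT1A3, with log2 fold changes of −4.35 in pair 1 and −0.57 in pair 2, a limma adjusted p of 0.0923 without the block and 7.3e-86 with it. The median absolute log2 fold change of the 2221 genes was 0.61, and none of them had overlapping values between treatments. Non-overlap held for 7483 of all fitted genes (62.1%), where chance gives 33.3%. The direction was the same in both same-numbered pairs for 9097 fitted genes (75.5%), and the fold changes of the pairs correlated across genes with an r of 0.75. The alternative that moved the count furthest down, apart from stricter thresholds, was to fit all genes without a filter on low values, which left 828 genes past the threshold, 763 of them among the 2221.

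The balance of higher and lower genes depended on the scaling, whereas the largest changes were mostly rises. Higher genes made up 58.7% of the 2221. After scaling to equal medians they made up 44.6% of 2166 genes (966 higher and 1200 lower), and after the correction for GC content and length 45.7% of 2402 genes (1097 higher and 1305 lower). With the block in addition, the shares were 42.0% (1675 higher and 2310 lower) and 43.3% (1885 higher and 2464 lower), against 55.1% with the block alone. These settings moved the median log2 fold change of all genes from 0.03 to −0.03, so a shift of this size decides the side of 0 for many genes with small changes. Among the 2221 genes, 278 rose and 38 fell by at least 1 on the log2 scale. A rise of at least 2 was seen for 51 genes, and the largest fall was −1.77.

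**Figure D1:**
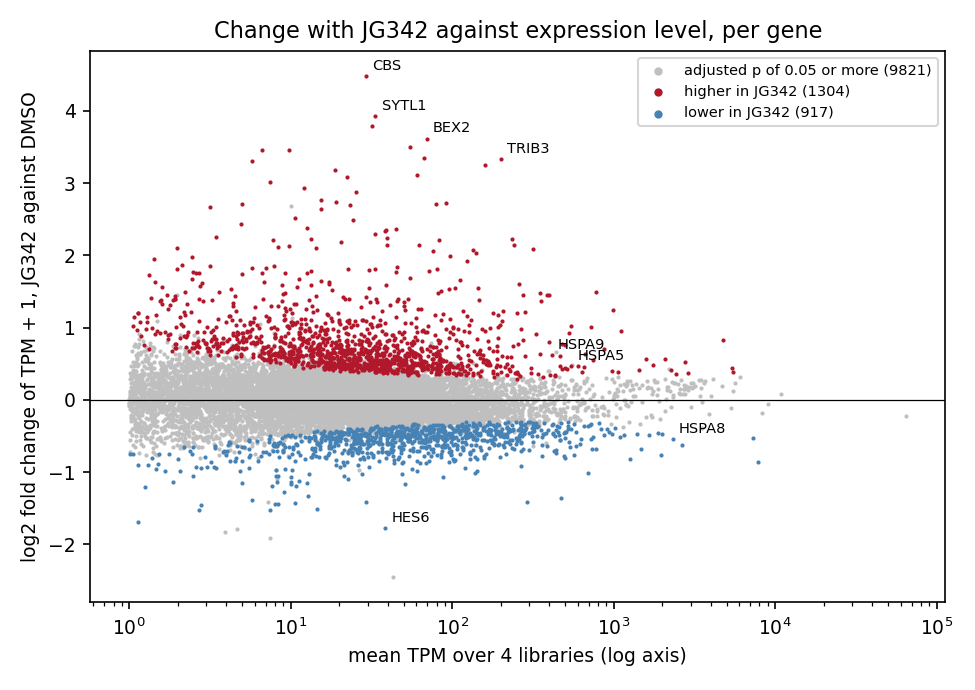
Log2 fold change of TPM + 1 with JG342 against DMSO (vertical axis) by mean TPM over the 4 libraries (horizontal log axis), 1 point per fitted gene, for 12042 genes. Red points are the 1304 genes higher and blue points the 917 genes lower at a limma adjusted p under 0.05, and grey points are the other genes; among genes past the threshold the largest rise, of CBS, reached 4.49 and the largest fall, of HES6, −1.77.

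The 5 genes encoding the main HSP70 proteins were reported whatever their values, and 4 of them passed the threshold, both over all genes and when adjusted over these 5 alone. HSPA8 (NM_006597), the constitutive cytosolic form, fell from 2742 ± 25.6 TPM (SD, n = 2) with DMSO to 1887 ± 296 TPM with JG342, a log2 fold change of −0.55 ± 0.12 SE (limma adjusted p 0.0140; 1.78e-12 with the block). The stress-inducible HSPA1B (NM_005346) fell from 160 ± 30.0 to 110 ± 17.8 TPM, by −0.54 ± 0.15 (limma adjusted p 0.0383; 3.68e-08 with the block). Its near-identical copy HSPA1A (NM_005345) was far lower, at 9.44 ± 0.66 and 7.5 ± 1.68 TPM, and its difference of −0.31 ± 0.18 did not pass (limma adjusted p 0.253; 0.123 with the block). Since their transcripts match at 98.6% identity over 86.7% of HSPA1A, the split of reads between them is uncertain; their summed TPM changed by −0.52. HSPA5 (NM_005347), the form of the endoplasmic reticulum, rose from 457 ± 51.99 to 632 ± 29.2 TPM, by 0.47 ± 0.10 (limma adjusted p 0.0158; 1.94e-08 with the block). The mitochondrial form HSPA9 (NM_004134) rose from 325 ± 3.14 to 501 ± 14.1 TPM, by 0.62 ± 0.09 (limma adjusted p 0.00259; 1.56e-13 with the block). Same-numbered deviations correlated at 0.27, a value that does not enter the block fit. These block values come from the block fit with an infinite prior. With the block and median scaling, where the prior was finite, the limma adjusted p was 0.00506 for HSPA8 and 0.000806 for HSPA1B. It was 0.0548 for HSPA1A, 0.00709 for HSPA5 and 0.00179 for HSPA9. Without the filter on low values, and also without the mean-variance trend, HSPA1B, HSPA8 and HSPA5 no longer passed, while HSPA9 did. HSPA1B also did not pass after quantile normalization (limma adjusted p 0.0748). At the stricter threshold of 0.01 only HSPA9 passed in the main fit. When each library was left out in turn, HSPA8 ran from −0.71 to −0.39 and HSPA1B from −0.73 to −0.35. HSPA1A ran from −0.51 to −0.11, HSPA5 from 0.36 to 0.59 and HSPA9 from 0.59 to 0.65.

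**Figure D2:**
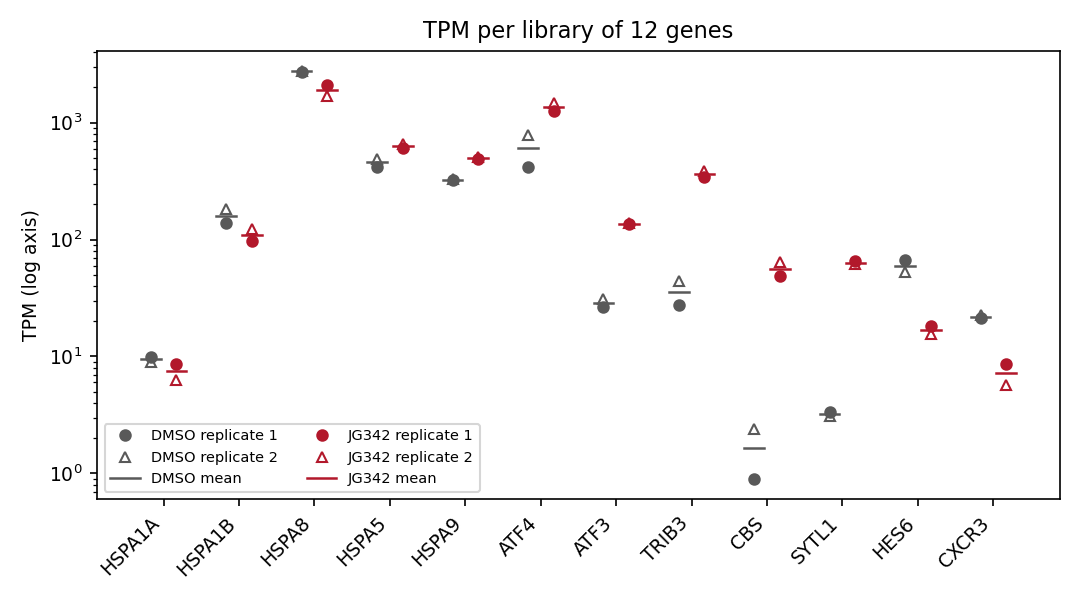
TPM (log axis) in each of the 4 libraries for 12 genes, with DMSO in grey and JG342 in red; filled circles are replicate 1, open triangles replicate 2, and short lines the mean of the 2 libraries. HSPA9 stands at 323 and 327 TPM with DMSO and 491 and 511 TPM with JG342, whereas ATF4 stands at 420 and 788 TPM with DMSO and 1269 and 1476 TPM with JG342.

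Among genes past the threshold with a mean of at least 5 TPM, the 5 largest rises were those of CBS, SYTL1, ASS1, BEX2 and SLC6A9. CBS (NM_000071), which encodes cystathionine beta-synthase, rose from 1.65 ± 1.06 TPM (SD, n = 2) to 56.4 ± 10.3 TPM, by 4.49 ± 0.26 SE on the log2 scale (limma adjusted p 3.76e-05). Its transcript matches that of CBSL over 96.5% of its length, so the split between them is uncertain; the summed TPM of both rose by 3.23. SYTL1 (NM_001193308) went from 3.25 ± 0.18 to 63.7 ± 2.10 TPM, by 3.93 ± 0.13 (limma adjusted p 3.08e-06). BEX2 (NM_001168399) rose from 9.66 ± 1.84 to 129 ± 4.83 TPM, by 3.62 ± 0.14 (limma adjusted p 5.71e-06). ASS1 (NM_000050) and SLC6A9 (NM_001024845) rose by 3.80 ± 0.31 and 3.50 ± 0.40 (limma adjusted p 0.000179 and 0.000981), and their DMSO libraries differed, at 1.91 and 5.56 TPM for ASS1 and 4.13 and 14.6 TPM for SLC6A9. The 5 largest falls within the same limit on the mean were smaller. HES6 (NM_001142853) fell from 60.0 ± 10.3 to 16.8 ± 1.85 TPM, by −1.77 ± 0.15 (limma adjusted p 0.000191). CXCL10 (NM_001565), CXCR3 (NM_001142797), ID1 (NM_002165) and AHNAK (NM_001346445) changed by −1.52, −1.51, −1.45 and −1.44, with limma adjusted p between 0.00133 and 0.00248. With the replicate number as a block (same-numbered deviations correlated at 0.27), all 10 genes passed, with a largest limma adjusted p of 3.61e-16. That fit had an infinite prior. With the block and median scaling, where the prior was finite, the largest limma adjusted p was 0.000247, for CXCL10. The 10 genes also passed under each of the other alternatives tested.

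The gene sets asked whether the parts of the cell named in the study's title, and the known stress responses, moved as groups. At a camera adjusted p under 0.05, 10 of the 12 tested sets passed, and 10 also passed with the replicate number as a block (same-numbered deviations correlated at 0.27). When the inter-gene correlation was estimated from these 4 libraries in place of the fixed 0.01, no set passed after adjustment and 2 had an unadjusted camera p under 0.05. With that setting, simulated sets of independent genes shifted by 0.3 and by 1.5 gave unadjusted camera p-values of 0.00723 and 0.00386. At the fixed correlation the set shifted by 0.3 gave 3.86e-23, so the setting raises p even without correlation between genes.

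Genes of the proteasome and of mitochondria had small median changes. The 39 proteasome subunit genes had a median log2 fold change of −0.28, with 37 lower and 2 higher. The camera adjusted p was 1.93e-09, and 1.37e-07 with the replicate block (same-numbered deviations correlated at 0.27). The median was −0.25 in pair 1 and −0.29 in pair 2, and 13 of the genes passed individually, or 22 when adjusted over the set alone. The members with the smallest p were PSMD1 (NM_001191037) and PSMD14 (NM_005805), at −0.77 ± 0.12 SE and −0.55 ± 0.11 (limma adjusted p 0.00486 and 0.00981). The 83 mitochondrial ribosome genes had a median of −0.15, with 69 lower (camera adjusted p 4.12e-06; 0.000123 with the block); 16 passed individually, all of them lower, and 16 when adjusted over the set alone, with MRPL18 (NM_001318817) and MRPS6 (NM_032476) at −0.49 and −0.42. The 76 nuclear-encoded respiratory chain genes had a median of −0.10, with 57 lower (camera adjusted p 0.000552; 0.00345 with the block), and 2 passed as higher and 6 as lower, or 7 in all when adjusted over the set alone. That median lay at percentile 18.9 of expression-matched random lists, so it was not apart from genes of similar expression, and it did not pass after quantile normalization. Its members with the smallest p were ATP5MC1 (NM_001002027) at −0.51 and NDUFV2 (NM_021074), which has a close pseudogene, at −0.51. The 21 mitochondrial chaperone and protease genes did not move as a group (median 0.04, 11 higher and 10 lower, camera adjusted p 0.558; 0.435 with the block), and the sign of their median was negative after median scaling or the GC and length correction. Among them 3 passed as higher and 2 as lower, or 5 in all when adjusted over the set alone.

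Stress-response sets moved in opposite directions. The 44 ATF4 target genes of the integrated stress response had a median of 1.48, with 42 higher. Individually 39 passed the threshold, or 42 when adjusted over the set alone. The camera adjusted p was 5.67e-27. It was 2.65e-31 with the replicate block and median scaling, and 1.57e-158 with the block alone, whose gene fit had an infinite prior. Same-numbered deviations correlated at 0.27. The median was 1.65 in pair 1 and 1.29 in pair 2, since these genes were already higher in DMSO replicate 2 than in DMSO replicate 1, by a median of 0.62. ATF3 (NM_001030287) rose from 28.6 ± 3.01 TPM (SD, n = 2) to 136 ± 2.21 TPM, by 2.22 ± 0.11 SE (limma adjusted p 3.03e-05), and TRIB3 (NM_001301188) from 35.96 ± 11.9 to 363 ± 29.01 TPM, by 3.34 ± 0.19 (limma adjusted p 3.76e-05). The 33 genes of the unfolded protein response of the endoplasmic reticulum rose less, with a median of 0.26 and 30 higher; 14 passed as higher and 1 as lower, or 17 in all when adjusted over the set alone (camera adjusted p 2.55e-06; 4.15e-07 with the block). HERPUD1 (NM_001010989) and HSPA13 (NM_006948) rose by 0.95 and 1.18. The 26 heat shock response genes, targets of HSF1, were lower, with a median of −0.38, 24 lower, of which 15 passed along with 1 higher gene, or 18 in all when adjusted over the set alone (camera adjusted p 3.25e-08; 8.47e-09 with the block). HSP90AA1 (NM_001017963) and HSPB1 (NM_001540) fell by −0.78 and −0.85 (limma adjusted p 0.00123 and 0.00127), and both have close pseudogenes. The 20 NRF2 target genes did not pass as a set (median −0.13, 3 genes past the threshold as higher and 5 as lower, 11 when adjusted over the set alone, camera adjusted p 0.208; 0.771 with the block).

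Genes of cell division and of cholesterol synthesis were lower, and p53 targets and the cytosolic ribosome higher. All 39 cell-cycle genes were lower, with a median of −0.60, and 34 passed individually, or 38 when adjusted over the set alone. The camera adjusted p was 2.11e-20, and 1.51e-24 with the replicate block (same-numbered deviations correlated at 0.27). RRM2 (NM_001034) fell from 933 ± 77.2 TPM (SD, n = 2) to 462 ± 5.51 TPM, by −1.01 ± 0.09 SE (limma adjusted p 0.000357), and FEN1 (NM_004111), which has a close pseudogene, by −0.78 ± 0.09 (limma adjusted p 0.00116). The 23 cholesterol synthesis genes had a median of −0.39, with 22 lower and 11 past the threshold, or 15 when adjusted over the set alone (camera adjusted p 2.32e-08; 8.06e-11 with the block). Their median was −0.27 in pair 1 and −0.60 in pair 2, and EBP (NM_006579) and HMGCS1 (NM_001098272) fell by −0.71 and −1.06. The 24 p53 targets had a median of 0.26, with 18 higher and 9 past the threshold, or 11 when adjusted over the set alone (camera adjusted p 0.00046; 8.62e-05 with the block). TNFRSF10B (NM_003842) and CCNG1 (NM_004060) rose by 1.77 and 0.84. The 83 cytosolic ribosome genes had a median of 0.18, with 78 higher (camera adjusted p 2.5e-06; 1.96e-05 with the block), but 8 passed individually and 2 when adjusted over the set alone. The set median fell to 0.11 after median scaling and to 0.0895 after quantile normalization. The set still passed in both (camera adjusted p 0.000376 and 9.54e-05). RACK1 (NM_006098) and RPL10 (NM_001256577), the latter with several close pseudogenes, rose by 0.52 and 0.42. After median scaling they did not pass (limma adjusted p 0.0530 and 0.0514), but with the block and median scaling together they did (limma adjusted p 0.0195 and 0.0287).

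**Figure D3:**
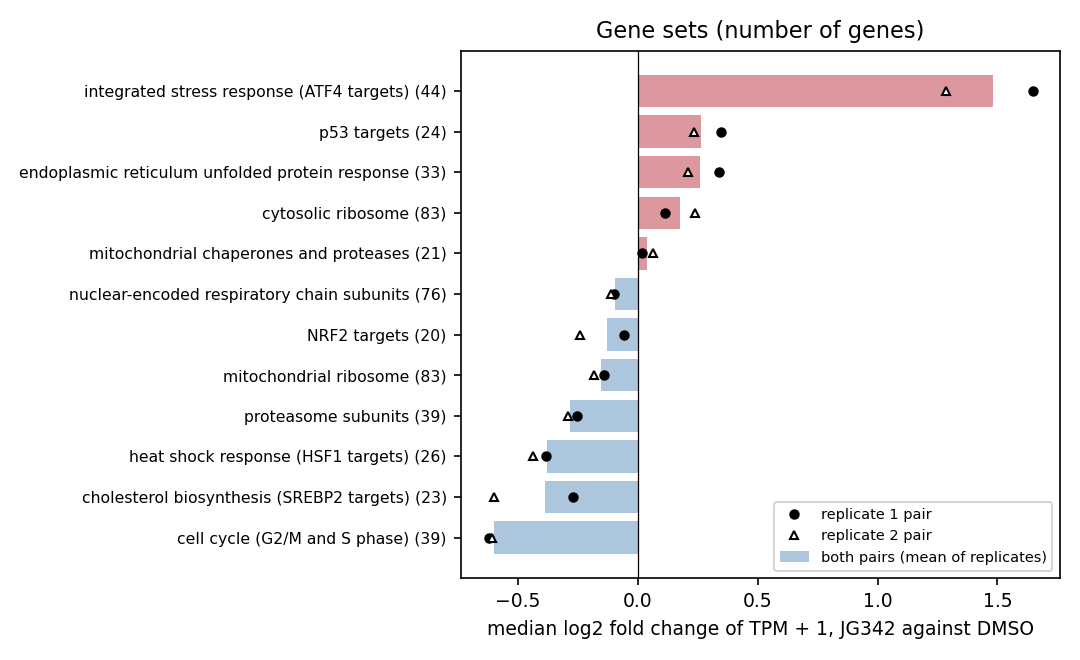
Median log2 fold change of TPM + 1 with JG342 against DMSO (horizontal axis) for the 12 gene sets, with the number of genes in parentheses; bars use the means of the 2 libraries, filled circles the replicate 1 pair and open triangles the replicate 2 pair. The ATF4 targets reach 1.48 and the cell-cycle genes −0.60, and the mitochondrial chaperones and proteases stay near 0 (0.04), with a sign that changes with the scaling.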

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

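The depth comparison in this part was chosen after the result had been seen. A signal appeared mostly in genes left out of the gene test because of their low values: 172 genes were listed at 0 in both DMSO libraries and above 0 in both JG342 libraries, and 1 of these was fitted. In the opposite direction, 103 genes were at 0 in both JG342 libraries and above 0 in both DMSO libraries. The median of the 172 genes was 0.16 TPM, which is below what 1 read in a transcript of 1000 nt was worth in each library (0.202 to 0.230 TPM), so most rest on very few reads.

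A candidate explanation is depth. JG342 replicate 2 was the deepest library by the approximate estimate (9980000 reads) and had the fewest genes at 0 (1118). JG342 replicate 1 goes against it, as the shallowest library by the same estimate (8970000 reads) with fewer genes at 0 (1300) than the deeper DMSO libraries (1361 and 1418). Among the 6 ways to set 2 libraries against the other 2, the JG342 libraries gave the most genes present in both and at 0 in the others. The next was the mixed pair of DMSO replicate 1 and JG342 replicate 2, with 138 genes, and the remaining mixed pairs gave 97, 79 and 109. The approximate depths therefore do not account for the whole pattern, though the depth of JG342 replicate 2 may contribute to it. With 6 pairs, first place by chance alone has a share too large to decide, so the comparison of pairs cannot tell the pattern apart from chance or from that contribution. Activation of silent genes by JG342 was not tested.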

How the results depend on the processing

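The 12 alternatives to the gene test that refit or rescale all genes gave between 828 and 4349 genes past the threshold, against 2221. Dropping the filter on low values gave 828 genes (533 higher, 295 lower). The prior then had 2.74 degrees of freedom, against 6.89 in the main fit, and p-values were adjusted over 16057 genes. Genes with an unadjusted limma p under 0.05 were not fewer, at 4226 against 4044. Whether the smaller prior accounts for the lower count was not tested. The replicate block gave 4207 (2316 higher, 1891 lower), the block with the GC and length correction 4349 (2464 lower), and the block with median scaling 3985 (2310 lower). Same-numbered deviations correlated at 0.27. The prior was infinite with the block alone and had 8.24 and 7.49 degrees of freedom in the combined settings. The same corrections without the block had 5.10 and 4.74, so a larger prior went with the higher count each time. Whether the prior accounts for the higher counts was not tested. Dropping the mean-variance trend left 526 lower genes of 1508 in all (the cause was not tested). Stricter thresholds gave 788 genes at an adjusted p under 0.01 (525 higher, 263 lower) and 316 with a log2 change of at least 1 (278 higher, 38 lower). The other settings (pseudocount 0.1, mean of at least 5 TPM, median, upper-quartile and quantile scaling, rescaling without the IGLL5 and MTRNR2L genes, and the GC and length correction without the block) gave between 2000 and 2402 genes, sharing 1815 to 2190 with the 2221. Leaving out each library in turn kept the direction of all 2221 genes, which follows from their not overlapping between treatments and is no separate evidence.

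The set test was run under 13 alternatives, which do not include the fit without a mean-variance trend or those that left out a library. Under 11 of them 10 of 12 sets passed. With the inter-gene correlation estimated, 0 sets passed after adjustment (2 with an unadjusted p under 0.05), at unchanged medians of −0.15 for the mitochondrial ribosome, −0.10 for the respiratory chain, 0.18 for the cytosolic ribosome, −0.28 for the proteasome, 1.48 for ATF4 targets, −0.38 for the heat shock response, 0.26 for the unfolded protein response, −0.39 for cholesterol synthesis, 0.26 for p53 targets and −0.60 for the cell cycle. The estimated correlations ran from −0.01 to 0.69 (0.62 for ATF4 targets), and the adjusted p of these 10 sets from 0.217 to 0.383. The heat shock set did not pass although its estimated correlation was below 0.01, so correlation between members does not account for every loss. Simulated sets of independent genes gave a p of 0.00723 at a shift of 0.3 and 0.00386 at 1.5 with this setting, before any adjustment over sets. At the fixed correlation the simulated set shifted by 0.3 gave a camera p of 3.86e-23. Estimating the correlation therefore raised p even for independent genes. How much of the losses this accounts for was not tested. With quantile normalization 9 sets passed: the respiratory chain median became −0.0470 (camera adjusted p 0.174, within a range of 3.51e-05 to 0.275 over its 13 alternatives; the cause was not tested).

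The median of the mitochondrial chaperones and proteases changed sign, from 0.04 to −0.03 after median scaling (with and without the block, −0.0284) and after the GC and length correction (with and without the block, −0.0296), and to −0.0292 without JG342 replicate 2. The median of all genes moved by a similar amount after median scaling and after the GC and length correction (from 0.03 to −0.03). The change of sign without JG342 replicate 2 involves no rescaling, so the sign also turns on that library. No alternative brought this set past the threshold (camera adjusted p 0.341 to 0.849).

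Across the 4 fits that each left out 1 library, the set medians ran from −0.54 to −0.33 for cholesterol synthesis, 0.12 to 0.23 for the cytosolic ribosome, 0.24 to 0.36 for the unfolded protein response, −0.44 to −0.37 for the heat shock response, −0.0292 to 0.0706 for the mitochondrial chaperones and proteases, −0.24 to −0.0773 for NRF2 targets, −0.11 to −0.0882 for the respiratory chain, 0.22 to 0.42 for p53 targets, −0.30 to −0.26 for the proteasome, −0.72 to −0.49 for the cell cycle, 1.22 to 1.76 for ATF4 targets and −0.19 to −0.10 for the mitochondrial ribosome. Only the mitochondrial chaperones changed sign.

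Among the 35 genes named by the rule, none reversed direction under the alternatives or without any library. They lost significance in 17 combinations of gene and setting: HSPA1B, HSPA8, HSPA5, MRPS6, RACK1, RPL10, PSMD14 and HMGCS1 without the filter, the first 6 of these also without the trend, RACK1 and RPL10 with median scaling, and HSPA1B with quantile normalization. Of the 8 genes chosen after their values were seen, HSPD1 (never past the threshold) changed sign, and ATF4, CBSL and HSPE1 lost significance under at least 1 alternative, with highest limma adjusted p-values of 0.0917, 0.125 and 0.114. SULT1A4, SULT1A3 and IGLL5 did not pass without the block (limma adjusted p 0.0923, 0.180 and 0.411). They passed with it (limma adjusted p 7.3e-86, 2.83e-33 and 0.0180).

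Several alternatives chosen beforehand need counts and were not run on TPM values: the DESeq2 test, the RLE, upper-quartile and library-size-only normalizations of edgeR, its likelihood-ratio test, limma-voom, and the filter of at least 50 counts. The splits of the samples into other groups were not tested, since each treatment has 2 libraries. Without counts, the counting error of single genes is unknown, which limits low genes most.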

Other observations

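In this part, the tests of a culture-day difference, of the summed copies CBS and CBSL, and of the summed copies SULT1A3 and SULT1A4 were chosen only after the result had been seen.

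The ATF4 target genes were not at the same level in both DMSO libraries. The 44 genes were higher in DMSO replicate 2 than in DMSO replicate 1 by a median of 0.62 on the log2 scale, with 40 of 44 higher, and ATF4 itself stood at 420 and 788 TPM. Library scaling or expression level was tested with 10000 expression-matched random lists, whose highest median was 0.15. After the correction for GC content and length the median was 0.59. RNA from treated cells in that library was tested through other genes that rose by at least 1: the 35 risen set members moved by a median of 15.8% of the distance to the JG342 mean, while the 243 other risen genes moved by 2.79% (permutation test with 100000 resamples, two-sided p 6e-05). The set was taken up because it was higher in that library, so this p-value partly restates the difference. The small move of the other risen genes is what bears on mixing. None of these explanations accounts for the difference. A culture-day difference shared by the libraries numbered 2 may contribute: the set was higher in JG342 replicate 2 than in JG342 replicate 1, but by 0.13, and a response near its ceiling would hide a larger shift. The difference cannot be told apart from such a culture-day effect. It could mean that the unstressed level of this response varied between cultures, so that the fold change of these genes depends on which DMSO library is used.

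The cholesterol synthesis genes showed a difference within the JG342 libraries instead. Of 23 genes, 2 were higher in JG342 replicate 2 than in JG342 replicate 1, and the median difference was −0.31, whereas the DMSO libraries differed by a median of 0.02. The lowest median of 10000 expression-matched random lists was −0.18, and after the GC and length correction the median was −0.28, so neither scaling nor these sequence properties account for it. A candidate explanation is a stronger response of this pathway in the JG342 culture numbered 2. A culture-day shift shared by both libraries numbered 2 would also lower these genes in DMSO replicate 2. The DMSO difference of 0.02 (12 of 23 higher, percentile 19.4 of matched random lists) argues against such a shared shift. A stronger response was not tested separately from a culture-day effect limited to the treated cells.

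Cell-cycle genes were higher in the libraries numbered 2 in both treatments. The median difference was 0.17 between the DMSO libraries and 0.19 between the JG342 libraries, with 36 of 39 genes higher in each case, at percentiles 99.99 and 100 of matched random lists. No explanation was tested for this.

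Mitochondrial chaperone and protease genes did not move together. HSPA9 and LONP1 (NM_001276479) rose by 0.62 and 1.09 (limma adjusted p 0.00259 and 0.000414), and over 12 alternatives their log2 changes ran from 0.55 to 0.68 and from 1.02 to 1.13. HSPD1 (NM_002156) changed by 0.04 (limma adjusted p 0.767), with a sign that varied over the alternatives (−0.03 to 0.04). HSPE1 (NM_002157) fell by −0.45 (limma adjusted p 0.0293; 9.83e-08 to 0.114 over the alternatives), from −0.52 to −0.41. HSPD1 and HSPE1 have close pseudogenes. The differences between these genes were not tested.

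Genes of the MTRNR2L family, nuclear copies of the mitochondrial 16S ribosomal RNA, held between 1.46% and 2.17% of the TPM total. Reads of the mitochondrial RNA assigned to the nuclear copies are a candidate explanation. A transcript sequence was available for 9 family members. Together they hold less TPM than the family total above, so the family is not complete in this test. Across these 9, mean TPM rose with the share of the transcript identical to the 16S RNA (Spearman rho 0.77, exact permutation p 0.0214, two-sided). Pearson r with log2 TPM was 0.61. Among the 9, MTRNR2L2 had the closest match, identical at 94.9% of its positions, and a mean of 8320 ± 1686 TPM (SD over the 4 libraries). The least similar of them, MTRNR2L4 at 48.7%, had 19.2 TPM. The relation is not strict: the lowest mean among the 9, 0.29 TPM, was that of MTRNR2L7, identical at 78.9%. No biological explanation was tested.

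IGLL5 was the highest gene in the table, at 53903 to 80052 TPM. An immunoglobulin lambda constant gene, IGLC1, matches 42.95% of the IGLL5 transcript at 100% identity, so reads of lambda light-chain transcripts are a likely source. This match shows that reads could be misassigned, not that they were. Since IGLL5 takes 5.42% to 8.05% of each library, it also moves the TPM of every other gene.

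CBS had the largest rise, and its copy CBSL (NM_001321073) rose by 1.24. Reads moved between these copies could inflate the change of CBS, but their summed TPM still rose by 3.23, from 4.36 and 9.42 TPM with DMSO to 59.4 and 80.4 TPM with JG342. A shift between copies therefore does not account for most of the rise.

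SULT1A4 shows such a shift. It stood at 63.6 and 63.8 TPM with DMSO and at 2.17 and 42.8 TPM with JG342, while SULT1A3 (NM_177552), whose transcript matches it over its whole length at 100% identity, was listed at 0 in 3 libraries and at 40.4 TPM in JG342 replicate 1. The summed TPM was 63.6, 63.8, 42.6 and 42.8, so the difference between the JG342 libraries shrank to 0.00693 on the log2 scale. This is consistent with a quantification that gave nearly all shared reads to either copy. The sum fell by −0.57 with JG342, in place of −2.46 for SULT1A4 alone. Among the 43 named genes, 15 have a near-identical gene or pseudogene, and their values carry the same uncertainty.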
